A study of Mus musculus with 6 samples. Its data were reported in "Enhanced SREBP2-driven cholesterol biosynthesis by PKCλ/ι deficiency in intestinal epithelial cells promotes aggressive serrated tumorigenesis" (2023).

How the data were processed

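Mouse tumor organoids (MTOs) are epithelial cultures grown from intestinal tumors in a gel. RNA was measured in 6 untreated MTO libraries, 3 labelled sgPrkci and 3 labelled sgPrkcz after the gene targeted by the CRISPR guide RNA. The series describes the 3 libraries of each group as biological replicates and does not say what separated them (passage, clone or infection). No library from MTOs with a control guide was analysed here, so each direction below is sgPrkci relative to sgPrkcz. Groups follow the labels of the series, and the study's own material in a single place gives these libraries the opposite names, with which every direction would reverse. The study describes NF-kB genes as higher in sgPrkci MTOs than in control MTOs, which runs the way of the labels. It also reports MYC targets as raised in intestinal epithelium that lacks the product of Prkci, whereas the MYC target genes here, a different set, were lower in sgPrkci. Neither settles the labels, as the comparison here is with sgPrkcz.

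Total RNA was made into QuantSeq 3' libraries, which read the last part of each polyadenylated transcript, and sequenced single-end on a NextSeq 500. The kit allows molecular identifiers, and whether reads were collapsed on them is not given in the sources used here. The genome build per the labels was GRCm38. The study lists a Lexogen QuantSeq pipeline on the BlueBee cloud among its software, without saying which libraries or steps it served. The aligner, the counter, the annotation release and any gene filter are not given in the sources used here. The deposited values are CPM (reads scaled to a fixed total over the listed genes), as made by the authors, for 20756 mouse Ensembl gene identifiers, and each column added up to 1000000. Symbols were found for 20675 identifiers. Coordinates come from GENCODE M21 on GRCm38.

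In each library 100% of the values above 0 were whole multiples of the smallest value within 0.01, so whole reads were recovered. The sgPrkci libraries held 2651355, 2141125 and 2815760 reads (replicates 10, 11 and 12) and the sgPrkcz libraries held 2696430, 1593480 and 1709034 reads (replicates 13, 14 and 15). A single read was worth between 0.355 and 0.628 CPM, so values of a few CPM rest on few reads and carry large counting error.

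The main test was limma 3.58.1 in R 4.3.3 on log2(CPM + 1), with an intensity trend and all 6 libraries, for the 9558 genes with at least 5 CPM in at least 3 libraries. The design, written before the data were examined, set limma with a pseudocount of 1 for normalized values but named no filter, and the 5 CPM filter was set after the unit was known and before any test result was seen. P-values were adjusted by Benjamini-Hochberg, with a threshold of 0.05. A fold change on the log2(CPM + 1) scale understates the change of low genes. Errors are SD over n = 3 libraries for CPM and SE for log2 fold changes. Single values were compared by 2-sided exact permutation tests, whose smallest p with 3 against 3 libraries is 0.1.

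Of 32 gene lists fixed at the same time, the 27 with at least 2 measured members were tested with camera at a preset inter-gene correlation of 0.01, adjusted over the 27 lists. The same lists were tested with an estimated correlation and with fry, which asks whether the members move, on balance, in one direction. The genes named were Prkci and Prkcz, every measured cholesterol biosynthesis gene, the changed members of the cholesterol uptake list, the 12 largest increases and 12 largest decreases, and up to 4 members with the smallest adjusted p in each other list. The largest changes were taken among genes past the threshold whose groups did not overlap, with a mean of at least 32.2 CPM (the median of the fitted genes) and an established symbol. Any other gene named was chosen after its values were seen, which is said where it occurs. Results for a few genes that this rule takes are not reported here, and those genes remain in the list counts and tests.

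The alternatives set at that time were quantile normalization, limma without the trend, no filter, a filter of 10 CPM, pseudocounts of 0.1 and 10, leaving out mitochondrial and ribosomal protein genes, leaving out each library, and other thresholds. Alternatives chosen after seeing the data were CPM rescaled by TMM factors, leaving out the rRNA-like genes Gm42418, mt-Rnr1 and mt-Rnr2 before scaling, and tests of the recovered reads with edgeR 4.0.16 (TMM, RLE, upper quartile or library totals), DESeq2 1.42.0 and limma-voom. On the recovered reads edgeR with TMM called 3941 genes.

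The tests were checked on simulated data, with reads drawn for the same genes and library sizes and 200 genes changed between sgPrkci and sgPrkcz. Over 9523 simulated genes limma recovered 46.3% of genes changed 1.5-fold, 85.1% of those changed 2-fold and 93.9% of those changed 4-fold, and 5.06% of its calls were unchanged genes. Apart from the 200 genes both simulated groups shared a mean profile, with no shift in library composition. These rates need not hold for the measured libraries, where 3911 genes passed and the median log2 fold change was -0.11.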

Results

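The transcriptomes of MTOs targeted for Prkci were compared with those of MTOs targeted for Prkcz, the genes of the atypical protein kinases PKCλ/ι and PKCζ, with 3 libraries per group and 1593480 to 2815760 recovered reads per library. The comparison asks how intestinal tumor cells targeted for either kinase gene differ, with cholesterol biosynthesis as the pathway of interest. Libraries of the same group correlated with Pearson's r of 0.976 to 0.985 across genes, and libraries of different groups with r of 0.920 to 0.934. The first principal component held 71.9% of the variance and separated the groups.

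The targeted genes came first. Prkci (ENSMUSG00000037643, chromosome 3, 30995747 to 31052959, plus strand, GRCm38) measured 53.9, 56.5 and 46.9 CPM in the sgPrkci libraries and 72.3, 34.5 and 59.7 CPM in the sgPrkcz libraries (log2 fold change -0.02 ± 0.18 SE, adjusted p = 0.939). Prkcz (ENSMUSG00000029053, chromosome 4, 155260129 to 155361361, minus strand) was below the filter, with 2.26, 3.27 and 4.62 CPM in sgPrkci and 2.97, 5.02 and 2.93 CPM in sgPrkcz, that is 5 to 13 reads per library (exact permutation p = 0.9). Guide-induced small deletions need not lower the 3' end of a transcript, so these tags do not check the labels. The groups follow the labels of the series, while the study's own material in a single place names these libraries the other way round. Elsewhere the study describes the NF-kB gene set as higher in sgPrkci MTOs than in control MTOs, and cholesterol biosynthesis genes as raised by the loss of Prkci and not of Prkcz. The first runs the way of the labels, under which the NF-kB genes were higher in sgPrkci here. Of the cholesterol biosynthesis genes 8 of 20 were higher and 2 lower in sgPrkci. The study also reports MYC targets as raised by loss of PKCλ/ι in the intestinal epithelium, which is another system. Under the labels 16 of 18 MYC target and ribosome biogenesis genes were lower in sgPrkci, which runs the other way. The study's result rests on gene set enrichment against wild type, and the 18 genes here are a different set. With sgPrkcz in place of a control here, none of these settles the labels. Every direction given here rests on the labels and would reverse if the names were swapped.

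MTOs of the 2 groups differed widely. In the sgPrkci libraries 14 of 17 genes of the NF-kB and TNF response were higher and none lower, and of 8 gastric metaplasia genes 5 were higher and 2 lower. Of 23 proliferation genes 21 were lower, as were 16 of 18 MYC target and ribosome biogenesis genes, and the keratin genes Krt4, Krt14 and Krt90. These 4 lists passed camera at the preset correlation and did not pass with an estimated correlation (adjusted p = 0.192 for the NF-kB, proliferation and MYC lists and adjusted p = 0.193 for the gastric list). Of 9558 genes, 3911 (40.9%) passed the threshold, 1377 higher and 2534 lower in sgPrkci. A log2 fold change beyond 1 was seen for 300 of the higher and 425 of the lower genes. In 4781 genes (50.0%) the groups did not overlap, against 10% by chance.

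The split between higher and lower genes moved with the scaling. The median log2 fold change of all fitted genes was -0.11, and rescaling by TMM factors moved it to 0.0028. With TMM 1992 genes were higher and 1886 lower, with quantile normalization 1854 and 1926, and without the rRNA-like genes 1751 and 2124. Gm42418, which overlaps a ribosomal RNA repeat, and the mitochondrial ribosomal RNAs mt-Rnr1 and mt-Rnr2 together took 22.2% ± 1.5 (SD, n = 3) of the reads in sgPrkci and 18.3% ± 0.979 (SD, n = 3) in sgPrkcz (exact permutation p = 0.1, the smallest possible). Malat1, a nuclear RNA, took 1.38% ± 0.0547 and 0.961% ± 0.0391. Differences of about 0.11 on the log2 scale thus depend on the scaling. For the cholesterol biosynthesis, NF-kB, proliferation and MYC lists the median is also given relative to that of all genes, and other list medians are not.

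Among the 12 largest increases in sgPrkci, Cxcl5, a chemokine that attracts neutrophils (ENSMUSG00000029371, chromosome 5, 90759360 to 90761624), measured 105.8 ± 8.40 CPM against 3.11 ± 1.12 CPM (SD, n = 3; log2 fold change 4.73 ± 0.20 SE, adjusted p = 2.71e-14). Uts2, which encodes the peptide urotensin 2 (ENSMUSG00000028963, chromosome 4, 150997097 to 151001810), rose from 4.35 ± 0.747 CPM in sgPrkcz to 130.7 ± 4.31 CPM in sgPrkci. Noxo1, the organizer of NADPH oxidase 1, measured 69.2 ± 2.86 CPM in sgPrkci and 4.18 ± 1.71 CPM in sgPrkcz. Cldn2, a pore-forming claudin of tight junctions, reached 402.6 ± 53.1 CPM against 70.1 ± 5.98 CPM. Nfkbia, the inhibitor of NF-kB that NF-kB itself induces, measured 1389 ± 106.5 CPM against 329.2 ± 43.0 CPM. Bcas1, Kif5c, Tff2, Nrn1 and Dlgap1 were 4.58-fold (Dlgap1) to 6.73-fold (Bcas1) higher. Mrc1 (66.0 ± 7.36 against 4.06 ± 1.92 CPM) and Cd53 (60.7 ± 5.04 against 11.2 ± 0.606 CPM) are known from macrophages and other leukocytes, and the pan-leukocyte gene Ptprc, looked up after these values were seen, measured 0.740 ± 0.755 CPM in the same sgPrkci libraries.

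Among the 12 largest decreases, Cnfn, which encodes cornifelin of the cornified envelope (ENSMUSG00000063651, chromosome 7, 25367620 to 25369724), measured 1.69 ± 0.492 CPM in sgPrkci and 174.1 ± 21.5 CPM in sgPrkcz (log2 fold change -6.03 ± 0.19 SE, adjusted p = 1.05e-16). Krt90 measured 6.13 ± 2.08 against 322.0 ± 14.9 CPM, Krt4 14.9 ± 2.87 against 347.0 ± 20.9 CPM, and Krt14 10.7 ± 3.93 against 193.0 ± 20.3 CPM. Ptprb, a receptor tyrosine phosphatase, measured 2.22 ± 0.692 against 96.1 ± 13.1 CPM. Bmp4, a secreted growth factor of the BMP family, measured 15.7 ± 4.85 against 166.8 ± 10.5 CPM, and Igfbp4, which binds insulin-like growth factors, 4.07 ± 1.5 against 84.4 ± 7.01 CPM. Map6, Tmem56, Snhg18, Ctsc and Tcof1 were lower by log2 fold changes of -3.28 (Map6) to -1.72 (Tcof1). All of these 24 genes kept their direction and stayed past the threshold in every alternative that tested them.

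**Figure D1:**
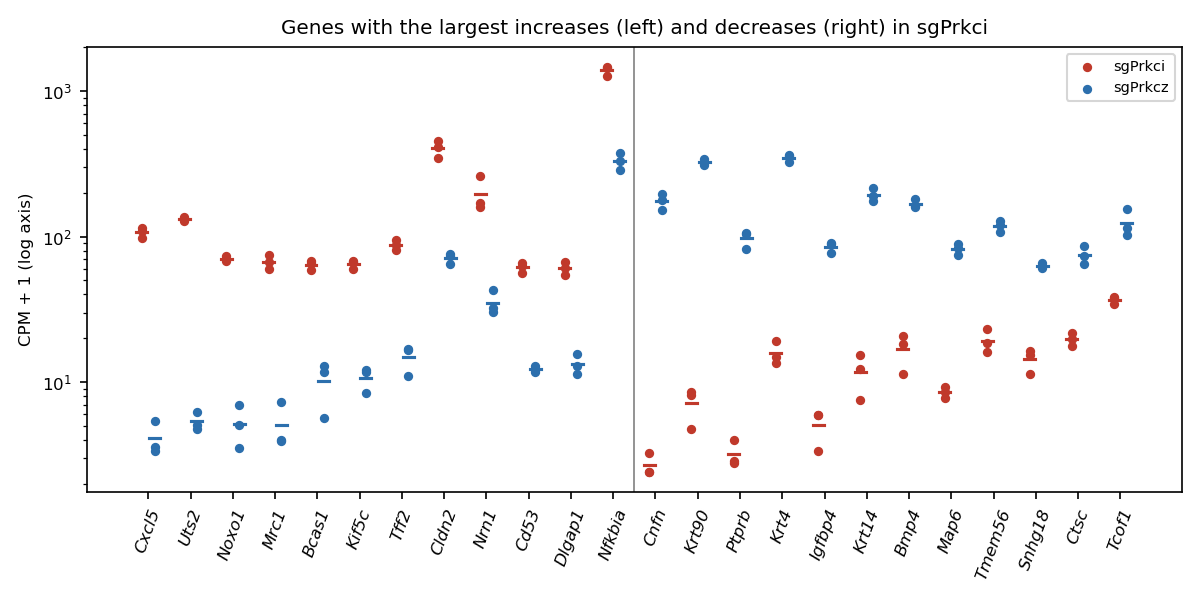
CPM + 1 on a log axis for the 12 genes with the largest increases and the 12 with the largest decreases in sgPrkci, with a point per library (n = 3 per group) and a bar at the mean. The 24 genes were chosen among those whose groups do not overlap, and Cnfn falls from a mean of 174.1 CPM in sgPrkcz to 1.69 CPM in sgPrkci.

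Cholesterol biosynthesis genes moved both ways, more of them higher than lower. Of all 9558 fitted genes 1377 were higher and 2534 lower, or 1992 and 1886 with TMM. All 20 genes of the list were measured, of which 8 were higher in sgPrkci, 2 were lower and 10 did not pass, and the counts adjusted over the list alone were also 8 and 2. The higher genes numbered 4 without sgPrkci replicate 12 and 5 without sgPrkcz replicate 13, and the lower genes 1 with TMM and 0 with DESeq2. Hmgcs1, which makes HMG-CoA (chromosome 13, 119690379 to 119708260), rose from 650.4 ± 36.3 to 1084 ± 36.8 CPM (log2 fold change 0.74 ± 0.07 SE, adjusted p = 1.84e-08). Msmo1 rose from 458.7 ± 22.0 to 659.9 ± 31.5 CPM (0.52 ± 0.07 SE, adjusted p = 4.06e-06), and Hsd17b7 from 68.3 ± 4.31 to 91.4 ± 5.59 CPM. Hmgcs1, Msmo1 and Hsd17b7 stayed past the threshold in every alternative that tested them. Dhcr7 (0.64), Fdft1 (0.48), Nsdhl (0.32) and Sc5d (0.23) also passed, but lost their calls when single libraries were left out. Nsdhl (adjusted p = 0.0722) and Sc5d (0.188) also lost them without the intensity trend, and Fdft1 without the filter and in DESeq2 (0.0744 in both). Dhcr7 did so without sgPrkci replicate 12 (adjusted p = 0.0813) or sgPrkcz replicate 14 (0.107), and Nsdhl without sgPrkci replicates 10 (0.0537) or 12 (0.0549) or sgPrkcz replicate 13 (0.0846). Sc5d did so without sgPrkci replicates 11 (adjusted p = 0.191) or 12 (0.0531) or sgPrkcz replicates 13 (0.0871) or 14 (0.181), and Fdft1 without sgPrkci replicates 10 (0.0553), 11 (0.0908) or 12 (0.180) or sgPrkcz replicates 13 (0.0736) or 15 (0.134). Ebp was lower, at 75.6 ± 1.19 against 102.6 ± 4.35 CPM (-0.43 ± 0.10 SE, adjusted p = 0.00132), and lost its call in DESeq2 (adjusted p = 0.0632). Mvd was lower (-0.33), and did not pass in 14 of 21 alternatives, among them TMM (-0.21, adjusted p = 0.198) and the fits without sgPrkci replicates 11 (0.166) or 12 (0.0933) or sgPrkcz replicates 14 (0.228) or 15 (0.0801).

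Acat2 (0.04), Lss (0.04), Cyp51 (0.02), Tm7sf2 (0.01), Sqle (-0.07), Pmvk (-0.10), Fdps (-0.14), Mvk (-0.19) and Idi1 (-0.19) were among those that did not pass, and Sqle, which catalyzes squalene epoxidation, measured 198.6 ± 20.7 and 208.1 ± 8.94 CPM. Sqle and Pmvk were above 0 with TMM (0.045 and 0.019). The list had a median log2 fold change of 0.03 and a mean of 0.10, with the median 0.14 above that of all genes. The list as a whole did not pass camera (adjusted p = 0.0800; adjusted p = 0.308 with an estimated correlation) and passed fry in the higher direction (adjusted p = 0.0132).

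**Figure D2:**
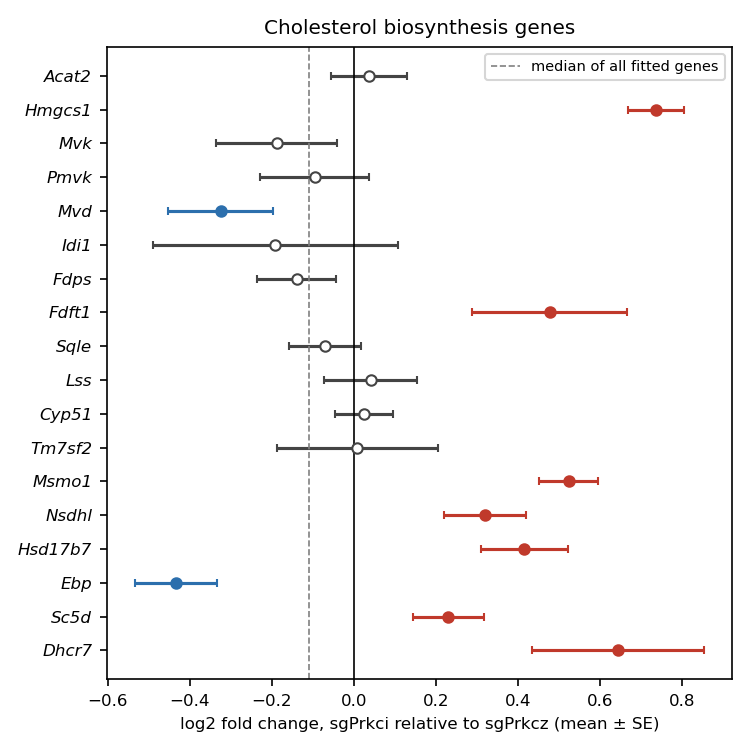
Log2 fold change (mean ± SE, sgPrkci relative to sgPrkcz, n = 3 per group) of 18 of the 20 cholesterol biosynthesis genes, filled where past the threshold, with a dashed line at the median of all fitted genes (-0.11). Of the genes drawn, Hmgcs1 lies highest at 0.74 and Ebp lowest at -0.43.

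Of 14 measured genes of cholesterol uptake and SREBP regulation, 3 were higher, 2 were lower and 9 did not pass, or 2 and 2 adjusted over the list alone, and 5 were higher with TMM. Insig1, which retains the SREBP complex in the endoplasmic reticulum, rose from 40.2 ± 3.68 to 77.2 ± 11.8 CPM (log2 fold change 0.92 ± 0.13 SE, adjusted p = 6.97e-06), Insig2 rose by 0.49, and Npc2 by 0.21. Npc2 lost its call without the intensity trend (adjusted p = 0.150), without the filter (0.0784), and without sgPrkci replicates 10 (adjusted p = 0.206) or 11 (0.0663) or sgPrkcz replicates 13 (0.0765), 14 (0.0780) or 15 (0.0884). Tmem97, a sterol-regulated membrane protein, was lower at 27.4 ± 7.51 against 68.1 ± 3.52 CPM (-1.32 ± 0.16 SE), and Mbtps1, the protease that activates SREBP, was lower by -0.46 and lost its call in DESeq2 (adjusted p = 0.0924). The list did not pass camera (adjusted p = 0.179). The list of cholesterol efflux and of genes tied to the sterol receptor LXR had 4 measured members, none of them an Abca or Abcg transporter. Soat1 (0.38) and Vldlr (0.23) were higher and Lpcat3 (0.21) and Nr1h2 (0.33) did not pass (camera adjusted p = 0.0761, and 0.0207 without the filter on low values, with 11 genes tested). Soat1 lost its call without the intensity trend (adjusted p = 0.0811) or sgPrkci replicate 12 (0.0903), and Vldlr without the trend (0.164), the filter (0.0588), sgPrkci replicates 10 (0.0694), 11 (0.126) or 12 (0.1) or sgPrkcz replicate 15 (0.251), while Lpcat3 passed in 9 of 21 alternatives, among them TMM (0.0103) and the fit without sgPrkcz replicate 14 (0.0293). Of 15 fatty acid synthesis genes 7 were higher, among them Scd2 (0.53), Lpin1 (0.67), Acss2 (0.72) and Scd1 (0.41), and 4 were lower (adjusted p = 0.0687), with 2 lower without sgPrkcz replicate 14 and 1 lower with DESeq2. Of 13 fatty acid oxidation genes 5 were higher and none lower (adjusted p = 0.00637; adjusted p = 0.331 with an estimated correlation), among them the coactivator Ppargc1a (1.13), Acadl (0.53), the carnitine transferase Cpt1a (0.62) and Acaa2 (0.63). The higher genes of this list numbered 3 without sgPrkci replicate 12 and 8 with TMM or quantile normalization. Without the filter 5 of its 17 genes were higher and 1 lower, with a median of 0.18 against 0.38. Acaa2 did not pass without the intensity trend (adjusted p = 0.0670), sgPrkci replicate 12 (0.138) or sgPrkcz replicate 14 (0.117).

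The NF-kB and TNF response was the list with the smallest camera p. Of 17 measured members 14 were higher and none lower in sgPrkci, with a median log2 fold change of 1.38, or 1.49 above that of all genes (adjusted p = 5.46e-10; adjusted p = 0.192 with an estimated correlation). Without the filter 17 of 26 members were higher, with a median of 0.83, and without sgPrkcz replicate 14 a single member was lower. Il1a, which encodes the cytokine interleukin 1 alpha, measured 48.8 ± 6.45 against 0.899 ± 0.507 CPM (4.74 ± 0.25 SE), and Ier3, an early response gene, 1774 ± 80.5 against 678.5 ± 9.99 CPM. The immune marker list summed to 10.8 ± 2.50 CPM in sgPrkci and 5.93 ± 1.69 CPM in sgPrkcz (exact permutation p = 0.1), and Cd68 was its one measured member (10.1 ± 1.87 against 5.47 ± 1.30 CPM, adjusted p = 0.0214; adjusted p = 0.0828 without sgPrkci replicate 10, 0.0916 without sgPrkci replicate 12, 0.0813 without sgPrkcz replicate 15, 0.0556 without the filter and 0.0683 in DESeq2).

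Of 15 immediate early genes 5 were higher and 1 lower (adjusted p = 0.00399; adjusted p = 0.231 with an estimated correlation), with Btg2 (1.48), Jun (0.94), Atf3 (0.86) and Jund (0.44) among the higher, and with TMM 8 were higher and 0 lower. Of 15 genes of MAPK feedback and EGFR ligands 8 were higher and none lower (adjusted p = 0.0193; adjusted p = 0.331 with an estimated correlation), led by the ligands Tgfa (0.67) and Btc (0.39) and the feedback genes Phlda1 (0.42) and Spred1 (0.55). Without sgPrkcz replicate 14 this list did not pass (adjusted p = 0.0565), and 1 gene was lower without sgPrkcz replicate 14 or 15. In hypoxia and glycolysis 11 of 28 genes were higher and 3 lower (adjusted p = 0.0186; adjusted p = 0.331 with an estimated correlation), with Egln3 (1.29), Ndrg1 (0.66) and Ddit4 (0.76) higher and the lactate transporter Slc16a3 (-1.08) lower.

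Differentiation genes differed as well. Of 8 gastric metaplasia genes 5 were higher and 2 lower in sgPrkci (median 1.20, adjusted p = 0.00393; adjusted p = 0.193 with an estimated correlation). Without the filter 8 of 14 gastric metaplasia genes were higher and 2 lower, with a median of 0.90. Tff2, a trefoil peptide of gastric mucous neck cells, measured 86.3 ± 7.08 against 13.9 ± 3.39 CPM, Tff1 1101 ± 57.4 against 627.5 ± 17.6 CPM, Vsig1 29.3 ± 4.77 against 6.01 ± 0.399 CPM, and the chloride channel gene Slc26a9 52.8 ± 6.29 against 17.4 ± 5.46 CPM. The 3 measured enterocyte markers were higher (adjusted p = 0.00242; adjusted p = 0.192 with an estimated correlation): Krt20 reached 21.8 ± 2.75 against 0.956 ± 0.888 CPM, and Vil1 (0.99) and Ceacam1 (0.79) rose less. The 2 measured goblet cell markers, Spink4 (25.6 ± 6.74 against 0.885 ± 0.782 CPM) and Agr2 (16.2 ± 4.64 against 2.22 ± 0.934 CPM), were higher too (adjusted p = 0.00637; adjusted p = 0.192 with an estimated correlation). Krt20, Spink4 and Agr2 met the filter through the sgPrkci libraries alone. Without the filter 3 of 11 enterocyte markers were higher, with a median of 0.18 against 0.99, and 2 of 7 goblet cell markers, with a median of 0.34 against 3.16. Of the tuft markers Ptgs1 was lower (-0.92), while Avil (-0.25) lost its call in 12 of 21 alternatives, among them TMM (-0.13, adjusted p = 0.274) and the fits without sgPrkci replicates 10 (0.162) or 11 (0.0858) or sgPrkcz replicate 14 (0.219), and the list did not pass (adjusted p = 0.181). The one measured Paneth marker, Mmp7, stood at 10.2 ± 2.86 and 9.68 ± 1.77 CPM. No enteroendocrine, fibroblast or endothelial marker was measured, and none of these lists summed to over 2.80 CPM in a library.

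Of 17 Wnt target and stem cell genes 4 were higher, namely Cd44 (0.79), Slc12a2 (0.64), Lgr5 (1.38) and Ephb2 (1.04), and 3 were lower (adjusted p = 0.0871), while 1 was lower with TMM. Lgr5, the receptor that marks intestinal stem cells, measured 37.6 ± 0.717 against 14.05 ± 3.38 CPM. In the fetal and YAP-associated list 6 of 18 genes were higher, with Clu at 124.5 ± 3.96 against 49.1 ± 2.13 CPM, and 8 were lower, with Krt4, Msln (-1.06) and Amotl2 (-1.50) among them (adjusted p = 0.773). Without the intensity trend 3 genes of this list were higher.

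Growth-related genes were lower in sgPrkci. Of 23 proliferation genes 21 were lower and none higher (median -0.65, or -0.54 relative to all genes; adjusted p = 7.34e-07; adjusted p = 0.192 with an estimated correlation). Birc5, which encodes survivin, measured 143.9 ± 18.8 against 404.5 ± 29.8 CPM, and Top2a 661.1 ± 24.1 against 1291 ± 59.5 CPM. Plk1 (-0.83) and Mcm5 (-0.98) were lower too. Of 18 MYC target and ribosome biogenesis genes 16 were lower and none higher (median -0.97, or -0.86 relative to all genes; adjusted p = 7.34e-07; adjusted p = 0.192 with an estimated correlation), with the nucleolar protein gene Npm1 at 763.7 ± 52.6 against 1665 ± 28.4 CPM and Mybbp1a (-1.50), Ddx21 (-1.19) and Nop58 (-1.19) also lower.

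Stress response genes were lower in part. In the NRF2 list 8 of 15 genes were lower and 1 higher (median -0.62, adjusted p = 0.0228; adjusted p = 0.193 with an estimated correlation). Gclc, the catalytic subunit for glutathione synthesis, measured 105.1 ± 4.78 against 324.3 ± 21.2 CPM, with Hmox1 (-1.14), Gclm (-1.09) and Srxn1 (-1.51) lower as well. In the unfolded protein and integrated stress list 9 of 18 genes were lower and 2 higher (adjusted p = 0.0623, 0.0474 without sgPrkcz replicate 15, 0.0141 without the filter and 0.0302 with a pseudocount of 10), and Atf4, the transcription factor of the integrated stress response, measured 506.4 ± 46.9 against 1377 ± 129.8 CPM. Its known targets Mthfd2 (-1.14), Shmt2 (-1.46) and Trib3 (-1.41) were lower.

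Of 21 genes of p53 targets and apoptosis, 7 were higher, with Pmaip1 (1.74), Bbc3 (1.06) and the cell cycle inhibitor Cdkn1a (0.62) among them, and 2 were lower, with Gdf15 (-1.31) among them (adjusted p = 0.0623, and 0.0367 without sgPrkcz replicate 15). The interferon list had 2 higher genes, with Mx1 (1.63) among them, and 1 lower (Ifi35, -0.98) of 12 (4 higher with TMM or without sgPrkcz replicate 13, and 1 without sgPrkci replicate 10), with H2-D1 (0.27) not past, and its median (-0.01) and mean (0.08) differed in sign (adjusted p = 0.278). Ifi35 lost its call without sgPrkci replicate 11 (adjusted p = 0.105), sgPrkcz replicate 14 (0.0640) or the intensity trend (0.0515), and in DESeq2 (0.165). H2-D1 passed in 13 of 21 alternatives, among them TMM (adjusted p = 0.00553), quantile normalization (0.0206), DESeq2 (0.0174) and the fits without sgPrkcz replicates 13 (0.0154) or 15 (0.0216). Of 12 IL-6 and STAT3 genes, Cebpd (1.02) and Il1r1 (0.43) were higher, while Il6st (0.39) and Jak2 (0.25) did not pass (adjusted p = 0.0607, 0.0412 with TMM, 0.0391 with voom and 0.0439 without the filter), and 5 were higher with TMM. The list also passed without the rRNA-like genes and without sgPrkci replicate 12 (adjusted p = 0.0296 for the latter). Cebpd lost its call without sgPrkci replicate 11 (adjusted p = 0.0535), while Il6st passed in 11 of 21 alternatives, among them TMM (0.0122) and the fits without sgPrkci replicate 12 (0.0473) or sgPrkcz replicate 15 (0.0270), and Jak2 in 7, among them TMM (0.0106). Of 9 EMT and TGF-beta genes 2 were higher and 0 lower, with Tgfb1 (1.20) among the higher, while Mmp14 (0.22) and Smad7 (-0.28) did not pass (adjusted p = 0.0621). Without sgPrkci replicate 11 (0.0426) or sgPrkcz replicate 13 (0.0331) the list passed. Mmp14 passed in 8 of 21 alternatives, among them TMM (adjusted p = 0.00855), and Smad7 without sgPrkci replicate 10 (0.0281).

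Polarity and junction genes moved both ways, 5 higher and 6 lower of 19, with the claudin Cldn4 (1.05) and Crb3 (0.59) higher and Wwc1 (-0.87) and Pard3, a partner of atypical PKC (-0.47), lower. The list's median (-0.16) and mean (-0.06) were below 0 while camera placed it above the other genes (adjusted p = 0.773). With TMM 6 of its genes were higher and 3 lower, and without the intensity trend 3 were higher. In the PKC family 3 of 7 genes were higher (Prkch 0.74, Prkd2 0.76, Prkca 0.28), and Prkce (0.47) did not pass (adjusted p = 0.144). Prkch lost its call without sgPrkci replicates 11 (adjusted p = 0.0780) or 12 (0.0615) or sgPrkcz replicate 13 (0.0622), Prkd2 in 5 of 21 alternatives, among them those without sgPrkci replicates 11 (0.0882) or 12 (0.118) or sgPrkcz replicate 14 (0.230), and Prkca in 8, among them those without sgPrkci replicates 10 (0.157), 11 (0.113) or 12 (0.0534) or sgPrkcz replicates 14 (0.166) or 15 (0.0543). Prkce passed in 7 of 21 alternatives, among them TMM (adjusted p = 0.0351) and the fit without sgPrkci replicate 10 (0.0422). Of 21 nuclear genes of oxidative phosphorylation 6 were lower and 1 higher (adjusted p = 0.794; 3 lower with DESeq2, and 3 higher without sgPrkcz replicate 13), with Cox6c (-0.34), Ndufb9 (-0.48), Ndufv1 (-0.49) and Ndufb3 (-0.38; adjusted p = 0.0649 without sgPrkci replicate 12, 0.0718 without the intensity trend and 0.125 in DESeq2) lower, and the list's median moved from -0.06 to 0.05 with TMM. Of 7 pan-epithelial markers Epcam (0.49) was higher and Cdh1 (-0.51), Krt18 (-0.41) and Krt19 (-0.33) were lower (adjusted p = 0.601).

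**Figure D3:**
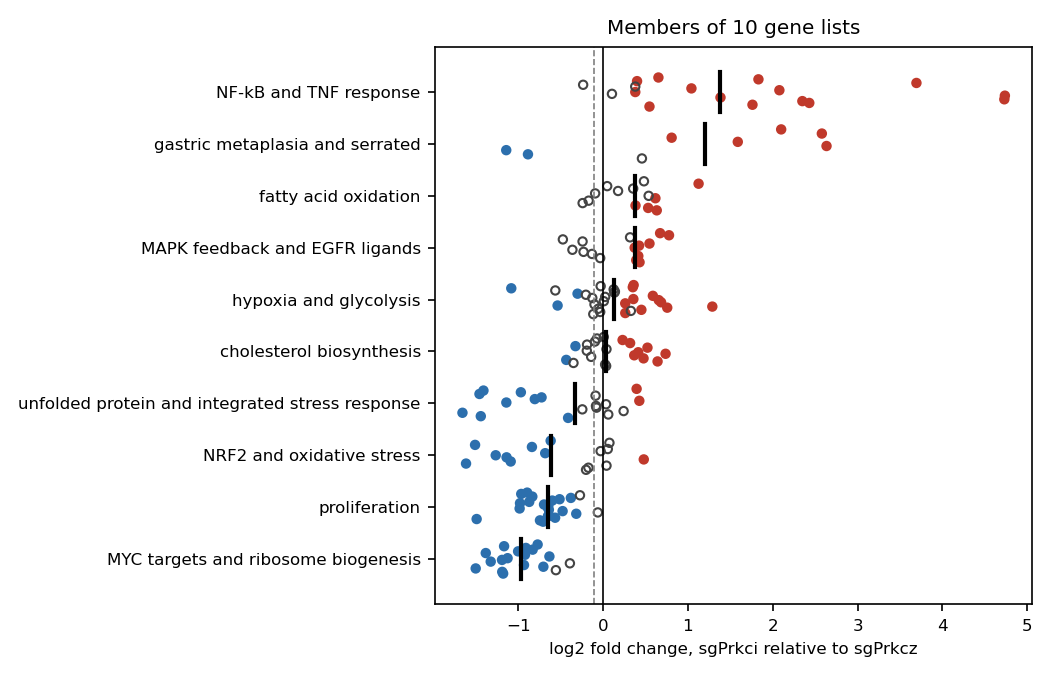
Log2 fold change (sgPrkci relative to sgPrkcz) of each measured member of 10 lists, red and blue where higher or lower past the threshold and open where not, with a black bar at the list's median and a dashed line at the median of all fitted genes (-0.11). The NF-kB list has its median at 1.38, cholesterol biosynthesis at 0.03 and the ribosome biogenesis list at -0.97.

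In all, 11 of 27 lists passed camera at the preset correlation, 0 of them with an estimated correlation, and 11 of them with fry. Of the 16 lists that did not pass camera, 8 passed fry, which does not compare a list with other genes. These were, in the lower direction, the fetal and YAP-associated (adjusted p = 0.00380), unfolded protein (0.00152), tuft (0.0174) and pan-epithelial lists (0.0446). Fry was run only at the main scaling, where the median of all genes was -0.11, so calls in the lower direction can include that shift. In the higher direction the lists were cholesterol biosynthesis (adjusted p = 0.0132), Wnt targets (0.0228), p53 targets (0.0448) and IL-6 and STAT3 (0.0493). The tests rest on 3 libraries per group, and with no control guide they do not show which group departed from unedited MTOs. What separated the libraries of a group is not stated, and the p-values measure only the spread among them. For every gene and list, the targeted gene and another difference between the cultures that received the guides cannot be told apart.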

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

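The tests on TMM-rescaled CPM, on data without rRNA-like genes and on recovered reads were chosen only after the data had been seen. The count of 3911 changed genes ranged from 3177 to 3608 when a library was left out, and was 725 with a log2 fold change beyond 1, by construction. DESeq2 called 2800 genes. Of 123 named genes past the threshold, 103 stayed past it with the same sign under every alternative run, 20 missed it under at least 1, and 0 reversed. Most named genes were chosen for a small adjusted p or a large change, so these counts do not stand for all calls. Of all 3911 calls, 2635 stayed past with the same sign in DESeq2. The fit without sgPrkci replicate 10 kept 3110 and TMM-rescaled CPM kept 3263.

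Prkci, which did not pass, changed sign without a call, with log2 fold changes of 0.074 (quantile normalization), 0.050 (without rRNA-like genes), 0.094 (TMM-rescaled CPM), 0.010 (DESeq2) and 0.022 (voom), and -0.32 to 0.20 when a library was left out. Prkcz ranged from -0.28 to 0.12 and could be tested only without the filter. Other genes not past the threshold also changed sign. Pmvk measured 0.019 (TMM-rescaled CPM), 0.016 (edgeR with TMM and with RLE), 0.018 (DESeq2) and 0.011 (voom). Sqle measured 0.000298 (without rRNA-like genes), 0.045 (TMM-rescaled CPM), 0.049 (edgeR with TMM, edgeR with RLE and DESeq2), 0.013 (upper quartile) and 0.042 (voom). With a library left out, Acat2 ranged from -0.044 to 0.082, Idi1 from -0.40 to 0.0056, Lss from -0.12 to 0.16, Tm7sf2 from -0.11 to 0.15 and Mmp7 from -0.15 to 0.16. The cause was not tested.

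Cholesterol biosynthesis passed with fry (adjusted p = 0.0132), which asks another question than camera and which 8 of the 16 lists not past with camera passed, and its adjusted p ranged from 0.0132 to 0.308 over all alternatives and from 0.0694 to 0.112 when a library was left out. Lists that did not pass and changed direction were polarity (fry, 0.0589) and oxidative phosphorylation. The latter did so in 4 of 18 alternatives, among them those without rRNA-like genes (0.947), with TMM-rescaled CPM (0.784) and with voom (0.769). Whatever its direction, its adjusted p was 0.615 to 0.916 when a library was left out. No paired analysis was run, because the labels give no pairing and the library numbers do not show whether there was one. Depth limits genes near 5 CPM, which rest on 7.97 to 14.1 reads in a library.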

Other observations

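The tests of the rRNA-like share, of the TMM scaling, of the keratin partners and of Mrc1 and Cd53, and the choice of gene families and of S100a7a, Sfn, Krt6a and the single leukocyte genes below, came only after related results had been seen.

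Gene families beyond the fixed lists were counted against all 9558 genes, of which 2534 were lower and 1377 higher (1886 and 1992 with TMM). Of 20 measured cytosolic aminoacyl-tRNA synthetase genes, which charge tRNAs and include known Atf4 targets, 16 were lower in sgPrkci and 0 higher (median log2 fold change -0.64), and 15 were lower with TMM. Nars measured 578.2 ± 21.03 CPM in sgPrkci and 1063 ± 51.7 CPM in sgPrkcz (SD, n = 3), and Tars 116.8 ± 5.17 and 251.4 ± 15.5 CPM. Of 12 amino acid transporter genes of the Slc1, Slc3, Slc7 and Slc38 families 7 were lower and 0 higher, with Slc38a1 at 33.6 ± 0.929 and 86.6 ± 5.23 CPM, and 5 were lower with TMM. Proteasome genes, some of them for assembly factors, were lower in 24 and higher in 1 of 35, and with TMM 15 were lower and 3 higher. Ribosomal protein genes, which can share reads with their pseudogenes, were lower in 36 and higher in 7 of 75, and with TMM 20 were lower and 10 higher. Histone genes were lower in 9 and higher in 2 of 15, and with TMM in 6 and 2. None of these families was put through a set test.

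Of 13 measured keratin genes 8 were lower and 2 higher, with the same counts under TMM. The simple epithelial keratin Krt7 fell from 1513 ± 88.6 CPM in sgPrkcz to 1024 ± 45.04 CPM in sgPrkci, while Krt78 rose from 3.08 ± 1.14 to 10.6 ± 1.54 CPM beside Krt20. Claudins split 3 higher to 2 lower of 6 (1 lower with TMM), with Cldn7 at 98.7 ± 10.3 CPM in sgPrkci and 135.8 ± 17.8 CPM in sgPrkcz. Of 11 genes of aquaporins, sodium pump subunits and Slc26 anion transporters 5 were higher and 1 lower, also with TMM, and these included Aqp1 (21.02 ± 2.85 CPM in sgPrkci and 0.827 ± 0.943 CPM in sgPrkcz) and Aqp5 (18.5 ± 2.20 and 35.4 ± 7.30 CPM). Muc1 was the single measured mucin, at 12.2 ± 0.486 and 1.28 ± 1.07 CPM.

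More genes were lower than higher in sgPrkci, with 35.2% of calls higher. Leaving out the rRNA-like genes before scaling raised this to 45.2%, and TMM to 51.4%. Each setting multiplies all other genes of a library by a single factor, and TMM centres most genes at no change, so the rise follows from the setting and decides nothing. The larger share of rRNA-like reads in sgPrkci, the composition of the libraries as a whole and a biological difference between the targeted genes cannot be told apart by these values.

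Krt4, Krt14, Krt90 and Cnfn fell together in sgPrkci, and squamous cells mixed into the sgPrkcz cultures may be one source. The squamous gene S100a7a fell as well (8.001 ± 2.01 CPM in sgPrkci and 48.1 ± 5.33 CPM in sgPrkcz). A list of 35 squamous genes without these 5, 14 of them measured and many also expressed by intestinal epithelium, had a median log2 fold change of 0.14 (6 higher and 3 lower, with Sfn and Krt6a among the lower), but it leaves out genes that showed the pattern and so decides nothing. Krt5 and Krt13, the usual partners of Krt14 and Krt4, together reached at most 0.00588 of the sum of those 2 in any sgPrkcz library, with Krt5 at 0.390 ± 0.676 CPM and Krt13 at 1.34 ± 0.839 CPM, which argues against squamous cells with these partners. Squamous cells without them stay open, as does a keratin program within the tumor cells, whether tied to the targeted gene or to a difference between the cultures that received the guides.

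The NF-kB response genes were higher in sgPrkci, and immune cells carried along in the cultures are a candidate source. Mrc1 (66.0 ± 7.36 against 4.06 ± 1.92 CPM), Cd53 (60.7 ± 5.04 against 11.2 ± 0.606 CPM) and Cd68 (10.1 ± 1.87 against 5.47 ± 1.30 CPM), known from macrophages and other leukocytes, were higher with them. A list of abundant leukocyte genes without these, 16 of them listed, summed to 8.91 ± 2.39 CPM in sgPrkci and 4.92 ± 1.29 CPM in sgPrkcz, of which Cd14 made up 6.34 ± 2.08 and 3.24 ± 0.642 CPM, and Lyz2, Cd74 and C1qa had no read in sgPrkci. In any sgPrkci library this sum reached at most 0.0607 of the sum of Il1a, Tnf and Cxcl5 (174.2 ± 12.96 CPM). Against the sum of Mrc1 and Cd53 it reached at most 0.0865. These values argue against leukocytes that bring the listed abundant transcripts as the source. The list leaves out Mrc1, Cd53 and Cd68, which were higher, so leukocytes low in the listed transcripts stay open. Expression by the tumor cells themselves stays open too, as does whether the targeted gene or another difference between the cultures sets it.

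With 6 libraries there are 10 ways to form groups of 3 and 3, too few for a share under 0.05. The real grouping gave 3911 genes, 1 of 10 splits reached that number, and the highest other split gave 0. For gene lists the real grouping gave 11, 1 of 10 splits reached that, and the highest other gave 6. Every other split mixes the groups on both sides, so the group difference widens its spread and the 0 calls there decide nothing. The split with 6 lists called 0 genes, so lists can pass camera at the preset correlation where no gene passes.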
